# Impact of Vasectomy on the Development and Progression of Prostate Cancer: Preclinical Evidence

**DOI:** 10.3390/cancers12082295

**Published:** 2020-08-15

**Authors:** Takashi Kawahara, Yuki Teramoto, Yi Li, Hitoshi Ishiguro, Jennifer Gordetsky, Zhiming Yang, Hiroshi Miyamoto

**Keywords:** immunohistochemistry, prostate cancer, TRAMP model, vasectomy, ZKSCAN3

## Abstract

Some observational studies have implied a link between vasectomy and an elevated risk of prostate cancer. We investigated the impact of vasectomy on prostate cancer outgrowth, mainly using preclinical models. Neoplastic changes in the prostate were compared in transgenic TRAMP mice that underwent vasectomy vs. sham surgery performed at 4 weeks of age. One of the molecules identified by DNA microarray (i.e., ZKSCAN3) was then assessed in radical prostatectomy specimens and human prostate cancer lines. At 24 weeks, gross tumor (*p* = 0.089) and poorly differentiated adenocarcinoma (*p* = 0.036) occurred more often in vasectomized mice. Vasectomy significantly induced *ZKSCAN3* expression in prostate tissues from C57BL/6 mice and prostate cancers from TRAMP mice. Immunohistochemistry showed increased ZKSCAN3 expression in adenocarcinoma vs. prostatic intraepithelial neoplasia (PIN), PIN vs. non-neoplastic prostate, Grade Group ≥3 vs. ≤2 tumors, pT3 vs. pT2 tumors, pN1 vs. pN0 tumors, and prostate cancer from patients with a history of vasectomy. Additionally, strong (2+/3+) ZKSCAN3 expression (*p* = 0.002), as an independent prognosticator, or vasectomy (*p* = 0.072) was associated with the risk of tumor recurrence. In prostate cancer lines, ZKSCAN3 silencing resulted in significant decreases in cell proliferation/migration/invasion. These findings suggest that there might be an association between vasectomy and the development and progression of prostate cancer, with up-regulation of ZKSCAN3 expression as a potential underlying mechanism.

## 1. Introduction

Vasectomy is a simple surgical procedure used for male sterilization. From the National Survey of Family Growth in the United States, at least 500,000 American men were estimated to annually undergo vasectomy as their permanent form of contraception [1,2]. Historically speaking, vasectomy has also been performed at the time of prostatic surgery, such as transurethral resection for benign prostatic hyperplasia, to provide protection against postoperative acute epididymitis [3].

There are numerous studies assessing the potential health risks associated with vasectomy, including subsequent development of prostate cancer. Indeed, a substantial number of cohort and case-control studies have shown an elevated risk of prostate cancer in men who have undergone vasectomy, with an odds ratio (OR) up to 5.3 in US studies (Figure S1) [4,5,6,7,8,9,10,11,12,13,14,15,16,17,18,19,20,21,22,23,24,25]. However, some of these studies have been criticized as suffering from detection bias or surveillance bias. In a few studies, considerable increases in the incidence of high-grade and/or lethal prostate cancer in vasectomized men have also been documented [19,26]. One such study demonstrated an OR of 1.22 for Gleason score ≥8 cancer (*p* = 0.02) and an OR of 1.19 for lethal disease (*p* = 0.05) in men who had undergone vasectomy [19]. The findings in these observational studies have thus suggested that vasectomy promotes prostate carcinogenesis, particularly the development of aggressive tumor. By contrast, two smaller studies suggested a link between vasectomy and lower grade prostate cancer [15,16], possibly related to selection bias (i.e., vasectomy recipients typically had good access to health care/urologists and were more likely to be screened for prostate cancer). Accordingly, the association between vasectomy and prostate cancer is of concern and needs further assessments, especially in preclinical models.

We have previously demonstrated that semenogelin-I, a major structural protein in human semen, induces prostate cancer progression via functioning as an androgen receptor co-activator [27,28,29,30]. It is therefore entirely possible that vasectomy alters the expression or secretion pattern of seminal plasma proteins and/or other molecules, and thereby promotes (or may inhibit) prostate cancer outgrowth. The present study aimed to investigate whether vasectomy affects the development and progression of prostate cancer as well as underlying mechanisms, using animal and cell line models in addition to surgical specimens.

## 2. Results

### 2.1. Vasectomy in TRAMP Mice

We first compared histopathological findings at different time points within the prostate from TRAMP (Transgenic adenocarcinoma of mouse prostate) mice (undergoing vasectomy vs. sham surgery; see Figure 1A) where neoplastic changes are sequentially developed [31].

Table 1 summarizes the incidence of macroscopic and microscopic tumors at 10, 16, and 24 weeks in Study I. At 24 weeks, gross tumor (see Figure 1B) was seen more often in vasectomized mice (58%) compared with controls (17%), but the difference was not statistically significant (*p* = 0.089). Histologically, prostatic intraepithelial neoplasia (PIN) lesions were seen in all the mice in both groups even at 10 weeks, while adenocarcinoma was eventually found in all of them by 24 weeks. At 24 weeks, control mice more often developed well/moderately differentiated carcinomas (*p* = 0.036), while vasectomized mice more often developed poorly differentiated carcinomas (*p* = 0.036) (see Figure 1C). There was no significant difference (*p* = 0.640) in the incidence of metastasis (lymph node: *n* = 5; kidney: *n* = 1) between control (17%) and vasectomized (33%) mice. At earlier time points, no significant differences in the development of gross tumor, well/moderately differentiated carcinoma, or poorly differentiated carcinoma were observed between the two groups. We further compared cell proliferation indices in tumors via Ki-67 immunohistochemistry. In both well/moderately carcinomas (*p* = 0.001) and poorly differentiated carcinomas (*p* = 0.021), the Ki-67 proliferation index was significantly higher in vasectomized mice than in controls (Figure 1D).

In Study II, while castration at 12 weeks of age was anticipated to rapidly promote aggressive castration-resistant tumor (except a subset (e.g., 20%) with “cure” [31]), only 1 (4%) developed gross tumor and 3 (12%) developed poorly differentiated carcinoma at 24 weeks (Table S1). No metastatic disease was identified in any of these animals. Thus, there were no significant differences in the incidence of gross tumor, well/moderately differentiated carcinoma, poorly differentiated carcinoma, or metastasis between the sham surgery and vasectomy groups.

### 2.2. Identification of ZKSCAN3 as a Molecule whose Expression is Significantly Up-Regulated by Vasectomy

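Total prostate RNA from 4 male C57BL/6 mice, an inbred laboratory strain, was hybridized to Affymetrix whole-transcript arrays. Vasectomy, which interrupts the vas deferens, had been performed in 2 of the mice and sham surgery in the other 2, with 1 array per mouse. The paper gives surgery at 10 weeks of age, harvest at 24 weeks of age and the dorsolateral prostate. The sample labels give surgery at 16 weeks of age and the lateral prostate, and they name 24 weeks both as the age at harvest and as the time after surgery. The methods name a human version of the array, whereas the probe annotation used here lists mouse genes. The mice are numbered 1 and 2 in each group, but neither the paper nor the labels state what the mice of a pair share. According to the submitters' processing notes, the authors made the values with Affymetrix Expression Console 1.3.1 and RMA, which subtracts background, quantile-normalizes the arrays and summarizes the probes of each probe set. The log base is not stated, and the values, from 0.91 to 13.87, were taken as log2. The median over all probe sets was 4.80 and 4.82 in the 2 vasectomy arrays and 4.80 and 4.82 in the 2 sham arrays. Of 41345 probe sets, 23521 had 1 gene symbol, 1814 had several and 16010 had no entry in the annotation. Genes were named only from probe sets with 1 symbol, and the brightest probe set of each symbol was kept, which gave 22180 genes. No filter on signal was applied, since the methods give no threshold. As a stand-in for background, the 95th percentile of 1394 olfactory and vomeronasal receptor genes, which are mostly silent outside sensory tissue, was 4.63, and 13556 genes had a mean above it. The groups were compared with limma, with Benjamini-Hochberg adjustment over the 22180 genes. The number of arrays limits the precision, and a two-sided exact permutation test of 1 gene in 2 mice against 2 cannot give a p below 0.333.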

We employed DNA microarray analysis in the prostate tissues from two pairs of 24-week-old C57BL/6 mice undergoing sham surgery versus vasectomy at 10 weeks. The dorsolateral lobe was used because of its correspondence to the human peripheral zone [32] where the majority of prostatic adenocarcinomas originate. Of those with absolute high signals, 26 and 23 genes were found to be considerably up- and down-regulated, respectively, by vasectomy (Figure 2A). 

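The main secretory products of the mouse prostate were abundant in all 4 arrays. Probasin (Pbsn) had a mean log2 value of 12.64 ± 0.21 (SD, n = 2) in vasectomized mice and 12.51 ± 0.16 (SD, n = 2) in sham mice, and the transglutaminase Tgm4 had 13.07 ± 0.08 and 13.01 ± 0.16. Other secretory genes were low in the vasectomy 2 array alone. The spermine-binding protein gene Sbp was at 3.37 there, against 12.37 in vasectomy 1, 12.55 in sham 1 and 12.46 in sham 2. Spink5, a serine protease inhibitor, was at 4.96 there and between 11.45 and 12.06 in the other arrays, and Msmb was at 9.34 there and between 11.65 and 12.26 in the others. Genes of the seminal vesicle, which adjoins the prostate, went the other way: all 9 measured markers were highest in vasectomy 2, with a median 3.05 above the mean of the other 3 arrays. They include Svs6, which the study printed in blue in Fig. 2A. Svs2, which encodes a major seminal vesicle protein, was at 13.17 in vasectomy 2, 12.49 in sham 1, 10.26 in vasectomy 1 and 7.62 in sham 2.

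**Figure D1:**
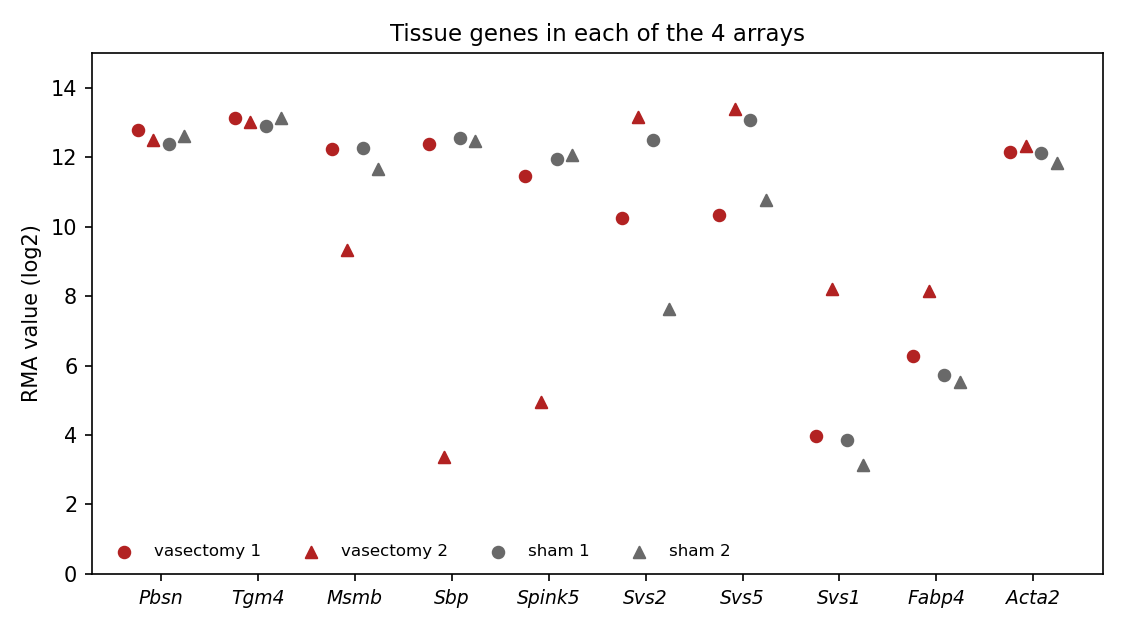
RMA values (log2, vertical axis) of 10 tissue genes in each of the 4 arrays, with 1 point per mouse; red marks vasectomy, grey marks sham surgery, circles mouse 1 and triangles mouse 2. In vasectomy 2, Sbp lies at 3.37 and Svs1 at 8.21, while Pbsn and Tgm4 lie above 12 in all 4 arrays.

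Markers of each cell type and neighbouring tissue were listed before the data were examined and tested with camera at a preset correlation of 0.01 between genes. Fig. 2A had been seen by then, and some of its blue genes are list members. Those measured are Svs6 for seminal vesicle, Serpina1f, Ces5a and Emx2 for epididymis and vas deferens, and Atp6v0d2 and Atp6v1g3 for proton-secreting clear cells. The study chose those genes on these arrays, so the tests of those lists are not independent of that choice. A fit without 1 array sets 1 array against 2, so the spread comes from the group of 2 alone and the lone array is assumed to vary like it. Of 20 luminal and secretory genes, 17 had a lower mean in vasectomized mice (median difference -0.20, adjusted p = 0.00746 from camera; adjusted p = 0.740 with an estimated correlation). Without vasectomy 2 the median was 0.10 and the call was lost (adjusted p = 0.183 from camera), as it was without sham 1 (adjusted p = 0.368 from camera). Of 9 seminal vesicle genes, 7 had a higher mean (median 1.64, adjusted p = 0.00391 from camera; adjusted p = 0.740 with an estimated correlation), but without vasectomy 2 their median turned to -0.28 (adjusted p = 0.0333 from camera, with vasectomy 1 as the lone vasectomy array). The seminal vesicle call was lost over genes above the background stand-in (median 1.385, adjusted p = 0.116 from camera). It was also lost over genes above the median level (median 1.13, adjusted p = 0.325 from camera) and without sham 2 (median 1.355). Of 26 epididymis and vas deferens genes, 16 had a higher mean (median 0.12, adjusted p = 0.296 from camera); the median was 0.33 without vasectomy 1 (adjusted p = 3.32e-05) and -0.17 without vasectomy 2 (adjusted p = 0.0333), so its direction depended on vasectomy 2. All 12 smooth muscle genes had a higher mean in vasectomized mice (median 0.32, adjusted p = 2.14e-07 from camera; adjusted p = 0.731 with an estimated correlation). Among them, Cnn1, which encodes calponin, had 11.66 ± 0.20 (SD, n = 2) against 11.18 ± 0.08 (SD, n = 2), and Myh11, the smooth muscle myosin heavy chain, had 11.33 ± 0.25 against 11.00 ± 0.10. All 12 were highest in vasectomy 2, and without that array their median was 0.15. Leaving out each array in turn, the smooth muscle median stayed positive, from 0.15 to 0.50, in fits that share arrays and are not independent. Sham 2 was the lowest of the 4 arrays for 10 of these 12 genes, and vasectomy 1 the highest for 0. All 11 fibroblast and extracellular matrix genes had a higher mean (median 0.27, adjusted p = 2.21e-05 from camera; adjusted p = 0.731 with an estimated correlation), with Fn1 (fibronectin) at 8.67 ± 0.01 (SD, n = 2) against 8.06 ± 0.43 (SD, n = 2). Without vasectomy 2 their median was 0.09 and the call was lost (adjusted p = 0.121 from camera). Without vasectomy 1, the medians were -0.52 for luminal, 3.12 for seminal vesicle, 0.50 for smooth muscle and 0.44 for fibroblast genes. No gene of the luminal, seminal vesicle, epididymis and vas deferens, smooth muscle or fibroblast lists passed an adjusted p under 0.05 in limma. This held over all genes and adjusted over the list alone. Across genes, which are not independent replicates, vasectomy 2 had a correlation of 0.970 to 0.976 with the other 3 arrays, which correlated with each other at 0.984 to 0.989.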

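Of the 26 genes in red in Fig. 2A, 25 could be matched to a probe set, and 9 of these had a higher mean in the 2 arrays labelled vasectomy than in the 2 labelled sham. Of the 23 genes in blue, 20 could be matched, and 0 had a lower mean. Both lists were chosen by the study on these arrays, so their counts are not independent evidence of a direction. The 2 pairs of mice went opposite ways. In the first pair, 24 of 25 red genes were higher and 20 of 20 blue genes were lower in the vasectomized mouse, and in the second pair 1 red gene (Zkscan3) was higher and 0 blue genes were lower. The organic anion transporter gene Slc22a29, in red, was at 3.87 in vasectomy 1 and 2.34 in sham 1, but at 2.64 in vasectomy 2 and 3.65 in sham 2. Reg3g, an antimicrobial lectin in red, was at 3.08 and 2.34 in the first pair and at 2.14 and 2.87 in the second. Among blue genes, Cdo1, which encodes cysteine dioxygenase, was at 6.36 in vasectomy 1 and 9.98 in sham 1, but at 11.84 in vasectomy 2 and 5.71 in sham 2. Plau, which encodes urokinase, was at 5.37 and 8.36 in the first pair and at 10.30 and 5.76 in the second. Over the blue genes, the median difference between the vasectomized and the sham mouse was -1.50 in the first pair and 4.03 in the second; over the red genes it was 0.53 and -0.67. Vasectomy 2 was the highest of the 4 arrays for 20 of 20 blue genes and sham 1 the second highest for all 20. Without vasectomy 2, 23 red genes had a higher mean and 20 blue genes a lower one; without vasectomy 1, 0 and 0 did; without sham 1, 2 and 0 did; without sham 2, 23 and 5 did. In level, 23 of 25 red genes lay below the background stand-in, and 10 were olfactory or vomeronasal receptor genes, whereas 15 of 20 blue genes lay above it.

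**Figure D2:**
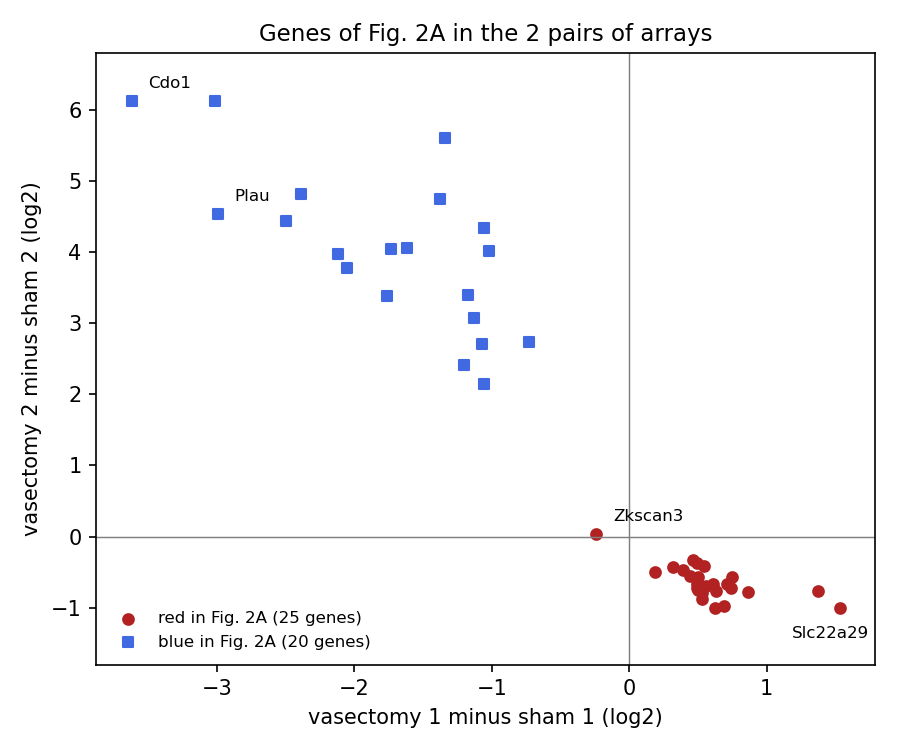
Difference between the vasectomized and the sham mouse (log2) in the first pair (horizontal axis) and in the second pair (vertical axis) for the 45 genes of Fig. 2A that could be matched, with 1 point per gene. Blue genes lie at the upper left, with medians of -1.50 and 4.03, and 24 of 25 red genes lie at the lower right.

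Over the 22180 genes, limma called 0 genes higher and 0 lower in vasectomized mice at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 216 higher and 237 lower, where chance alone would give 1109. By the methods' t-test, 359 genes were higher and 392 lower at an unadjusted p under 0.05, and 0 and 0 after Benjamini-Hochberg adjustment. The groups did not overlap for 2768 higher genes (12.5%) and 2655 lower genes (12.0%), against 16.7% in each direction by chance. Of these, 19 were at least 2-fold higher and 24 at least 2-fold lower, and 0 of them are printed in Fig. 2A. Without vasectomy 1 these counts were 238 and 190, without vasectomy 2 they were 13 and 36, without sham 1 they were 73 and 41, and without sham 2 they were 55 and 148. With 1 array against 2, no overlap is likelier by chance than with 2 against 2, so part of a rise follows from the construction. From the genes of Fig. 2A, the paper took several to quantitative PCR and selected ZKSCAN3, which it states was up-regulated in vasectomized mice (Fig. 2B and 2C), for further study.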

A quantitative PCR confirmed the increase/decrease in the expression of several candidate genes in mouse prostate tissues. Of these, the expression of *ZKSCAN3* was indeed significantly up-regulated in non-neoplastic prostate tissues from 24-week-old C57BL/6 mice undergoing vasectomy at 10 weeks (Figure 2B) and in prostate cancers from 24-week-old TRAMP mice undergoing vasectomy at 4 weeks (Figure 2C). We thus decided to further investigate the function of ZKSCAN3 in prostate cancer, using surgical specimens as well as human cell lines.

### 2.3. Expression of ZKSCAN3 in Prostate Cancer Specimens

We stained immunohistochemically for ZKSCAN3 in a set of prostate tissue microarray (TMA) consisting of radical prostatectomy specimens. Positive signals were detected predominantly in the nucleus of non-neoplastic/neoplastic epithelial cells (Figure 3A). Overall, ZKSCAN3 was immunoreactive in 51 (34%) of 150 benign, 92 (63%) of 146 high-grade PIN (HGPIN), and 279 (93%) of 300 carcinoma tissues (Table 2). Thus, the positive rates or levels of ZKSCAN3 expression were significantly higher in carcinoma than in benign prostate tissue or HGPIN and in HGPIN than in benign tissue. ZKSCAN3 expression was also considerably elevated in higher grade tumors (e.g., Grade Groups 1-2 vs. 3-5, 1-3 vs. 4-5), higher pT stage tumors (e.g., pT2 vs. pT3, pT2/pT3a vs. pT3b), and lymph node-positive cases.

We then performed Kaplan-Meier analysis coupled with the log-rank test to assess possible associations of ZKSCAN3 expression with patient outcomes. Patients with ZKSCAN3(2+/3+) (*p* = 0.002) or ZKSCAN3(3+) (*p* < 0.001) tumor had a significantly higher risk of biochemical recurrence after radical prostatectomy, compared to those with ZKSCAN3(0/1+) or ZKSCAN3(0/1+/2+) tumor, respectively (Figure 3B). To see whether ZKSCAN3 expression was an independent prognostic factor, multivariate analysis was performed with Cox model, including dichotomized PSA level, Grade Group, pT stage, and pN stage. In these subgroups, ZKSCAN3 levels (0/1+ vs. 2+/3+: hazard ratio (HR) = 2.569, 95% confidence interval (CI) = 1.241–5.320, *p* = 0.011; 0/1+/2+ vs. 3+: HR = 1.766, 95% CI = 0.937–3.327, *p* = 0.079) were associated with the risk of tumor recurrence.

In the cohort included in the TMA, 14 men were found to have a history of vasectomy. The level of ZKSCAN3 expression in vasectomized patients was significantly higher than that in those without a known history of vasectomy (Table 2). The level of preoperative PSA was significantly higher in vasectomized patients, while there were no significant differences in age, Grade Group, or pT/pN stage between the two cohorts (Table S2). In addition, an association between prior vasectomy in radical prostatectomy patients and the risk of biochemical recurrence was not statistically significant (*p* = 0.072; Figure 3C).

### 2.4. ZKSCAN3 Expression in Prostate Cancer Lines and Its Silencing Effect on Cell Growth

To determine the impact of ZKSCAN3 on tumor progression, we first examined its expression in 5 human prostate cancer lines. Western blot detected ZKSCAN3 signals in all of the cell lines, except VCaP (Figure 4A and Figure S2A). In the 4 ZKSCAN3-positive cell lines, we silenced ZKSCAN3 by transfection of its small interfering RNA (siRNA) (Figure 4B and Figure S2B). A luciferase assay with a reporter plasmid further showed that the transcriptional activity of NF-κB, a known downstream target of ZKSCAN3 signals [33], was significantly diminished in ZKSCAN3-siRNA cells, compared with control-siRNA cells (Figure 4C).

Using control-siRNA vs. ZKSCAN3-siRNA lines, we assessed the functional role of ZKSCAN3 in the proliferation via methyl-thiazolyl-disphenyl-tetrazolium bromide (MTT) assay (Figure 5A), apoptosis via flow cytometry (Figure 5B) and TUNEL assay (Figure 5C), migration via wound-healing assay (Figure 5D), and invasion via transwell invasion assay (Figure 5E) and quantitative PCR for *MMP2* (Figure 5F) and *MMP9* (Figure 5G) of prostate cancer cells. In these assays, ZKSCAN3 silencing resulted in considerable decreases in cell viability, migration, and invasion, as well as the expression level of *MMP2* or *MMP9*, and considerable increases in apoptosis. In addition, clonogenic assay in C4-2 and PC3 lines where a control-short hairpin RNA (shRNA) or a ZKSCAN3-shRNA was stably expressed (Figure S3A) demonstrated significant decreases in the number and area of colonies in knockdown sublines (Figure S3B).

## 3. Discussion

Although controversial, there have been data showing an association between vasectomy and the subsequent risk of prostate cancer (see Figure S1), especially high-grade and/or lethal tumors [19]. However, because there is no alternative approach for permanent male contraception, it may not be feasible to conduct prospective clinical trials. Meanwhile, these epidemiological findings have not been extensively confirmed by preclinical studies. We therefore investigated the impact of vasectomy on the development and progression of prostate cancer, using animal and cell line models as well as surgical specimens.

An earlier study in C57BL/6 mice showed a higher incidence of spontaneous tumors in the liver, lung, and kidney in vasectomized animals, but none developed prostate cancer [34]. TRAMP mice are known to almost sequentially develop neoplastic lesions in the prostate, such as hyperplasia or PIN (6+ weeks), well differentiated adenocarcinoma (8+ weeks), poorly differentiated adenocarcinoma (16+ weeks), and metastasis (16+ weeks) [31]. As such, we compared the incidence of neoplastic lesions in animals that had undergone vasectomy performed at 4 weeks of age (i.e., prior to the development of PIN) versus those that had not. In all mice sacrificed at 10 weeks, a precursor lesion PIN had developed, and the effect of vasectomy on early tumorigenesis could not be precisely assessed. Nonetheless, poorly differentiated carcinomas occurred significantly more often in vasectomized mice at 24 weeks, compared with controls. Similarly, gross tumor showed a trend towards statistical significance in vasectomized mice at 24 weeks. Moreover, the Ki-67 proliferation index, which has been shown to be a reliable prognosticator for prostate cancer [35,36], was significantly higher in well/moderately carcinomas and poorly differentiated carcinomas from vasectomized TRAMP mice than in those from respective controls. These findings suggest that vasectomy facilitates the development of high-grade/aggressive tumors. However, because only a small subset of TRAMP mice castrated at 12 weeks of age developed poorly differentiated carcinoma (with no metastasis), we were unable to assess whether vasectomy could induce the emergence of aggressive castration-resistant prostate cancer. Meanwhile, in the patient cohort undergoing radical prostatectomy, a history of vasectomy was found to correlate with a significantly higher level of preoperative PSA, but not a significantly higher risk of tumor recurrence. Tumor grades and stages were similar between our two cohorts of prostate cancer patients, those with versus without a known history of vasectomy.

Molecular mechanisms underlying the link between vasectomy and prostate cancer remain speculative. Possible explanations for the increased risk in vasectomy recipients have included: (1) a decrease in the volume of prostatic secretion, resulting in a prolonged exposure to certain carcinogens [37,38]; (2) an increase in circulating androgens or androgen-binding protein binding capacity [4,39]; (3) the development of anti-sperm antibodies or changes in local immune factors all of which may affect immunologic processes [34,40]; and (4) reduced levels of some molecules in the seminal plasma, such as IGF-1 and IGFBP3 that are known to involve prostate carcinogenesis [41]. Upon DNA microarray screening, we revealed that vasectomy considerably induced the expression of ZKSCAN3, a family member of the KRAB and SCAN domain-containing zinc-finger transcription factors, in both non-neoplastic prostate and prostate cancer. Further analyses in radical prostatectomy specimens and prostate cancer cell lines indicated that ZKSCAN3 overexpression was associated with tumor outgrowth. This study thus provides a potential mechanism responsible for the long-term effect of vasectomy on developing prostate cancer and its association with aggressive disease.

ZKSCAN3 has been implicated in the progression of several types of malignancies, including prostate cancer [42], as well as bladder cancer [43], colon cancer [33,44], multiple myeloma [45], and breast cancer [46]. Specifically, in prostate cancer, ZKSCAN3 has been shown to modulate the cell cycle as well as cell attachment, migration, and motility [42]. In other cancer types, the involvement of ZKSCAN3 in modulating cell proliferation/apoptosis and tumorigenicity has also been documented [43,44,46]. The findings in some of these studies [33,43,45,46] have additionally suggested that ZKSCAN3 could modulate several molecules known to play a key role in tumorigenesis and/or tumor progression, such as cyclin D1/D2, EGF, IGF-2, integrin-β4, MMP2/MMP9, NF-κB, and VEGF. Meanwhile, using immunostaining in a commercially available tissue microarray, none of 2 normal prostate tissues versus 49% (38/78) of prostate cancers were found to strongly express ZKSCAN3 [42]. Moreover, *ZKSCAN3* gene amplification was detected in none of 12 primary prostate cancers versus 20% (1/5) of lymph node metastases or 26% (5/19) of bone metastases [42]. Consistent with previous observations, we demonstrated that ZKSCAN3 silencing in prostate cancer lines resulted in significant reduction of cell viability, colony formation, cell migration, cell invasion, and the expression of MMP2/MMP9, as well as significant induction of apoptosis. Our immunohistochemistry in surgical specimens further showed that ZKSCAN3 expression was elevated in prostate cancer, compared with HGPIN, and in HGPIN, compared with non-neoplastic prostate tissue. In addition, ZKSCAN3 expression was found to strongly associate with more aggressive histopathological features and a higher risk of tumor recurrence as an independent predictor.

There are several limitations in our investigation. Specifically, in our surgical prostate resection specimens, available clinical information showed that only 14 of 300 men undergoing radical prostatectomy had a history of vasectomy, and it might thus have been missed in a considerable number of cases. In addition, no data on time factors in vasectomized patients was available, and the relevance of time from vasectomy to cancer development could not be assessed. Similarly, in animal experiments, ZKSCAN3 expression was measured only in 24-week-old C57BL/6 or TRAMP mice that had undergone vasectomy/sham surgery at 10 or 4 weeks of age, respectively, and its chronological changes were not assessed. It therefore remains unanswered why vasectomy has an impact, if any, on prostate cancer development after a > 20-year interval.

## 4. Materials and Methods

### 4.1. Animals

The animal protocol in accordance with National Institutes of Health Guidelines for the Care and Use of Experimental Animals was approved by the Institutional Animal Care and Use Committee (#101492/2012-017). TRAMP and C57BL/6 mice were obtained from The Jackson Laboratory (Bar Harbor, ME, USA). The genotype of TRAMP mice was verified by PCR of tail snip DNA. Either vasectomy or sham surgery was performed in anesthetized male TRAMP mice at the age of 4 weeks. In groups of TRAMP mice, bilateral orchiectomy was additionally performed at 12 weeks. These animals were euthanized at different time points for macroscopic/microscopic analyses (see Figure 1A).

### 4.2. Prostate TMA

We retrieved 300 prostate tissue specimens obtained by radical prostatectomy performed at the University of Rochester Medical Center performed in 2004–2008. Appropriate approval from the Institutional Review Board (#29646), including the request to waive the documentation of informed consent from the patients, was obtained before construction of the TMA consisting of representative lesions of non-neoplastic normal-appearing prostate, HGPIN, and prostatic adenocarcinoma, as we described previously [27,28]. None of the patients had received therapy with hormonal reagents, radiation, or other anticancer drugs pre- or post-operatively before clinical or biochemical recurrence.

### 4.3. Cell Lines

Human prostatic carcinoma cell lines (LNCaP/VCaP/PC3/DU145/C4-2) originally obtained from the American Tissue Type Collection (Manassas, VA, USA) and recently authenticated by the institutional core facility were maintained in RPMI 1640 (Mediatech, Manassas, VA, USA) supplemented with 10% fetal bovine serum (FBS). Gene silencing was achieved by transfection of a ZKSCAN3-siRNA (sc-95093), a control-siRNA (sc-37007), a ZKSCAN3-shRNA (sc-95093-SH), or a control-shRNA (sc-108060) (all from Santa Cruz Biotechnology, Dallas, TX, USA), as we described previously [43,47,48].

### 4.4. Immunohistochemistry

Immunohistochemical staining for Ki-67 (30-9; Ventana) or ZKSCAN3 (TA308508; OriGene, Rockville, MD) was performed in harvested mouse tissues or prostate TMA, respectively, as we described previously [43,49]. All the slides were examined by a single pathologist (H.M.) blinded to sample identify. For Ki-67 staining, its positive rates (as percentages) in cancer cells were determined. For ZKSCAN3 staining, scores (range: 012) were calculated by multiplying the percentage of immunoreactive cells (0% = 0; 110% = 1; 1150% = 2; 5180% = 3; 81100% = 4) by staining intensity (negative = 0; weak = 1; moderate = 2; strong = 3) and were considered negative (0; score < 2), weakly positive (1+; 2 ≤ score ≤ 4), moderately positive (2+; 4 < score ≤ 8), and strongly positive (3+; score > 8).

### 4.5. DNA Microarray

Total RNA extracted from the dorsolateral prostate from two pairs of 24-week-old male C57BL/6 mice undergoing vasectomy or sham surgery at 10 weeks of age, using TRIzol (Invitrogen, Carlsbad, CA, USA), was subjected to microarray gene expression analysis at the University of Rochester Genomics Research Center, using Human Gene 2.0 ST Array (Affymetrix, Santa Clara, CA, USA). Scanned fluorescence signals were converted to continuous values by the Gene Expression Console software (Affymetrix).

### 4.6. Real-Time PCR

Total RNA isolated from prostate tissues or cultured cells was reverse transcribed with Omniscript RT Kit (Qiagen, Germantown, MD, USA) and oligo-dT primers (Qiagen). Real-time PCR was then performed, using SYBR GreenER qPCR SuperMix for iCycler (Invitrogen), as we described previously [43,47,48]. The following primer pairs were used: mouse *ZKSCAN3* (forward, 5′-TGACAGCTACTAGGCTCAC AT-3′; reverse, 5′-GCAAGTCCCTAACCTTAGTCTGC-3′; mouse *GAPDH* (forward, 5′-AATGGATT TGGACGCATTGGT-3′; reverse, 5′-TTTGCACTGGTACGTGTTGAT-3′); human *MMP2* (forward, 5′-TACAGGATCATTGGCTACACACC-3′; reverse, 5′-GGTCACATCGCTCCAGACT-3′); human *MMP9* (forward, 5′-TGTACCGCTATGGTTACACTCG-3′; reverse, 5′-GGCAGGGACAGTTGCTTCT -3′); and human *GAPDH* (forward, 5′-CTCCTCCACCTTTGACGCTG-3′; reverse, 5′-CATACCAGG AAATGAGCTTGACAA-3′).

### 4.7. Western Blotting

Equal amounts of proteins (30-50 µg) obtained from cell extracts were subjected to electrophoresis with 10% sodium dodecyl sulfate-polyacrylamide gel, which was transferred to polyvinylidene difluoride membrane electronically. The membrane was incubated with an anti-ZKSCAN3 antibody (TA308508, dilution 1:500; or A-10, dilution 1:500, Santa Cruz Biotechnology) or an anti-GAPDH antibody (3C5; diluted 1:5000; Santa Cruz Biotechnology), followed by 1 h incubation with a secondary antibody (anti-rabbit IRDye 800CW, LI-COR, Lincoln, NE). Signals were scanned by an infrared imaging system (Odyssey, LI-COR).

### 4.8. Reporter Gene Assay

Cells at a density of 50–70% confluence in 24-well plates were co-transfected with 250 ng of pNFκB-Luc reporter plasmid DNA (LR-2001, Signosis, Santa Clara, CA, USA) and 2.5 ng of a control reporter plasmid (pRL-TK, Addgene, Watertown, MA, USA), using Lipofectamine 300 transfection reagent (Life Technologies, Carlsbad, CA, USA), as we described previously [43,49]. After 24 h of transfection, the cells were harvested, lysed, and assayed for luciferase activity determined using a Dual-Luciferase Reporter Assay kit (Promega, Madison, WI, USA).

### 4.9. Cell Proliferation

We used the MTT assay to assess cell viability. Cells (500–1000/well) seeded in 96-well tissue culture plates were cultured for up to 96 h and then incubated with 0.5 mg/mL of MTT (Sigma-Aldrich, St. Louis, MO, USA) for 3 h at 37 °C. MTT was dissolved by dimethyl sulfoxide, and the absorbance at 570 nm was measured.

### 4.10. Clonogenic Assay

Cells (500/well) seeded in 12-well tissue culture plates were allowed to grow until colonies in the control well were easily distinguishable. The cells were fixed with methanol and stained with 0.1% crystal violet. The number and area of colonies in photographed pictures were then quantitated, using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### 4.11. Apoptosis

Apoptosis was assessed by two methods. First, flow cytometry was performed in cells (1 × 10^6^/10-cm dish) cultured for 24 h, harvested, fixed in 70% ethanol, and stained with PI buffer (50 μg/mL). Cellular PI content was measured on a Guava PCA-96 Base System flow cytometer (EMD Millipore, Burlington, MA, USA) equipped with a green laser at 532 nm wave length. Second, the TUNEL assay was conducted on cell-burdening coverslips, using DeadEnd Fluorometric TUNEL system (Promega), followed by counterstaining for DNA with 4′,6-diamidino-2-phenylindole. Apoptotic index was determined in the cells visualized by the fluorescence microscopy.

### 4.12. Cell Migration

Scratch wound-healing assay was adapted to evaluate the ability of cell migration. Cells at a density of ≥90% confluence in 12-well tissue culture plates were scratched manually with a sterile 200 μL plastic pipette tip. The wounded monolayers of the cells were allowed to heal in serum-free medium for 24 h. The normalized cell-free area was then quantitated, using the ImageJ.

### 4.13. Cell Invasion

Cell invasiveness was determined, using a Matrigel-coated transwell chamber (8.0-μm pore size polycarbonate filter with 6.5-mm in diameter; Corning Inc., Corning, NY, USA). Cells (5 × 10^3^) in 100 μL of serum-free medium were added to the upper chamber of the transwell, whereas 600 μL of medium containing 5% FBS was added to the lower chamber. After incubation for 24 h, invaded cells were fixed, stained with 0.1% crystal violet, and counted.

### 4.14. Statistical Analysis

Fisher’s exact test or chi-square test was used to evaluate the associations between categorized variables. The numerical data were compared by Student’s *t*-test. Survival rates in patients were calculated by the Kaplan-Meier method, and comparison was made by the log-rank test. The Cox proportional hazards model was used to determine statistical significance in a multivariate setting. *p* < 0.05 was considered to be statistically significant.

## 5. Conclusions

The present findings in a transgenic mouse model indicated that vasectomy might induce the development of prostate cancer in certain circumstances, specifically aggressive tumor. Vasectomy was also found to enhance the expression of a transcription factor ZKSCAN3 in the prostate. Furthermore, ZKSCAN3 was suggested to play an important role in the development and progression of prostate cancer. These results not only support epidemiological data indicating an association between vasectomy and subsequent prostate cancer risk but may also offer a potential chemopreventive or therapeutic strategy for prostate cancer, via targeting ZKSCAN3 signaling, especially in vasectomized men.

## Figures and Tables

**Figure 1:**
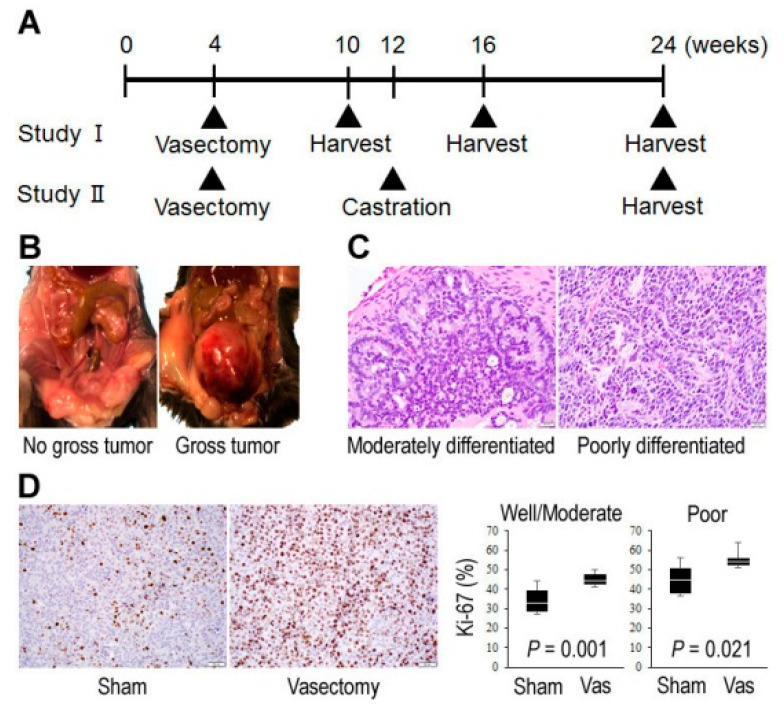
Effects of vasectomy on tumor outgrowth in TRAMP mice. (**A**) Design of Studies I and II. Vasectomy or sham surgery was performed at the age of 4 weeks. In groups of mice (Study II), bilateral orchiectomy or sham surgery was additionally performed at the age of 12 weeks. Macroscopic assessment was then performed at 10/16/24 (Study I) or 24 (Study II) weeks, and at the same time tissues were harvested for microscopic analysis. (**B**) Representative gross findings. (**C**) Representative histological findings (original magnification: ×400). (**D**) Immunohistochemistry of Ki-67 in prostate cancer (original magnification: ×200). The proliferation index (%) was determined by counting at least 500 Ki-67-positive/negative cancer cells in each mouse (*n* = 2 for sham/poorly differentiated at 24 weeks; *n* = 3 for other groups at 24 weeks).

**Figure 2:**
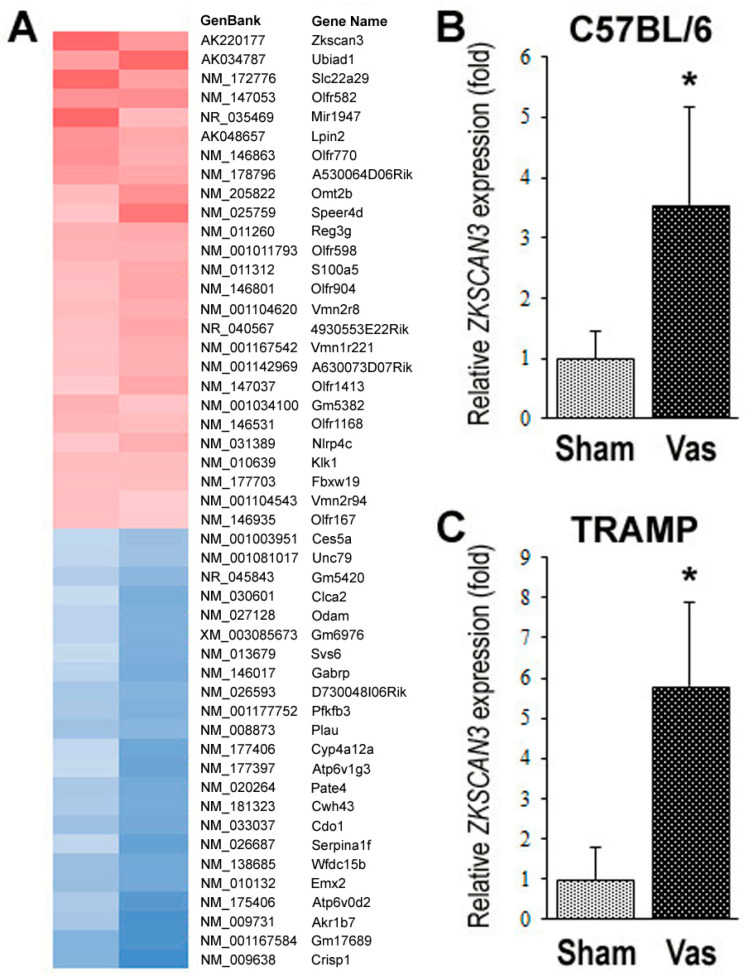
Identification of ZKSCAN3 as the one whose expression is significantly altered by vasectomy. (**A**) Gene expression was systematically compared by DNA microarray in prostate tissues from two pairs of 24-week-old male C57BL/6 mice undergoing sham surgery vs. vasectomy at 10 weeks of age. Red/blue = up/down-regulated genes, respectively, in vasectomized mice. Actual microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series Accession number GSE54003. Quantitative real-time RT-PCR for *ZKSCAN3*, using prostate tissues from 5 pairs of 24-week-old male C57BL/6 mice undergoing sham surgery vs. vasectomy at 10 weeks (**B**) or 8 pairs of 24-week-old male TRAMP mice undergoing sham surgery vs. vasectomy at 4 weeks (**C**). The expression of *ZKSCAN3* gene was normalized to that of *GAPDH*, and transcription amount representing the mean (+SD) is presented relative to that in the sham/control group. * *p* < 0.01 (vs. control).

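Zkscan3, a zinc finger gene with KRAB and SCAN domains, was measured by 1 probe set (17290921). Its log2 value was 6.57 in vasectomy 1, 6.33 in vasectomy 2, 6.81 in sham 1 and 6.29 in sham 2. The mean was 6.45 ± 0.17 (SD, n = 2) in vasectomized mice and 6.55 ± 0.37 (SD, n = 2) in sham mice. The difference was -0.10 (standard error 0.23, 95% interval -0.66 to 0.46, adjusted p = 1.00 from limma), and the 2 mice of a group differed from each other by more than the groups did (two-sided exact permutation test, p = 1). Zkscan3 was -0.24 apart in the first pair and 0.04 in the second. The difference was -0.22 without vasectomy 1, 0.02 without vasectomy 2, 0.16 without sham 1 and -0.36 without sham 2. Its level was above that of 73.0% of genes. The probe set was matched by symbol, since the GenBank clone printed for this gene in Fig. 2A was not found among the transcripts used for matching, so it may differ from the one drawn there. Among the 21 measured ZKSCAN and ZSCAN zinc finger genes, 11 had a higher and 10 a lower mean (median 0.01, adjusted p = 0.552 from camera). Zkscan1 was at 7.36 ± 0.04 (SD, n = 2) against 7.26 ± 0.01 (SD, n = 2). Among 8 genes of molecules that the paper describes as possibly modulated by ZKSCAN3, 5 had a higher and 3 a lower mean (median 0.01, adjusted p = 0.712 from camera). The cyclin gene Ccnd1 was at 9.36 in vasectomy 2 and between 7.34 and 7.97 in the other arrays. The matrix metalloproteinase genes Mmp9 and Mmp2 differed by 0.45 (standard error 0.26) and -0.14 (standard error 0.16). Vegfa, which encodes an angiogenic growth factor, differed by 0.01 and the cyclin gene Ccnd2 by 0.02. None of these genes passed an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone.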

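With the labels as given, among genes above background whose groups did not overlap, the largest positive differences between the arrays labelled vasectomy and sham were those of Svs1, Car3, the immunoglobulin gene Iglv1 and Fabp4. Car3, a carbonic anhydrase abundant in fat and muscle, differed by 2.28 (7.62 ± 2.19 against 5.34 ± 0.01, SD, n = 2 each). Fabp4, the adipocyte fatty acid binding protein, differed by 1.60 (7.22 ± 1.33 against 5.63 ± 0.13), and the seminal vesicle gene Svs1 by 2.59 (6.09 ± 3.00 against 3.51 ± 0.50). Among the largest negative differences, Scgb2b20, a secretoglobin, differed by -4.76 (6.00 ± 4.45 against 10.76 ± 1.01) and Scgb2b7 by -4.29 (7.11 ± 4.26 against 11.40 ± 0.82). The size of these differences came mostly from vasectomy 2. Of the 10 genes with the largest positive differences, 10 were at least 2-fold above the sham mean in vasectomy 2 and 0 in vasectomy 1, and of the 10 with the largest negative differences, 10 were at least 2-fold below it in vasectomy 2 and 4 in vasectomy 1. Gm7714 was at 4.71 and 5.28 in the vasectomy arrays and at 7.76 and 6.65 in the sham arrays. The adjusted p from limma was 1.00 for each of these genes.
Of 19 genes of cell proliferation, 15 had a lower mean in vasectomized mice (median -0.11, adjusted p = 0.0179 from camera; adjusted p = 0.731 with an estimated correlation). Mki67, which encodes the proliferation marker Ki-67, was at 5.47 ± 0.25 (SD, n = 2) against 6.01 ± 0.28 (SD, n = 2), and Mcm6, of the replicative helicase, at 5.87 ± 0.04 against 5.98 ± 0.04. In fits without 1 array, the lone array of a group is assumed to vary like the 2 of the other group. The proliferation median was -0.11 without vasectomy 1 (adjusted p = 0.173), -0.15 without vasectomy 2 (adjusted p = 0.121) and -0.04 without sham 1 (adjusted p = 0.368), so the call was lost in all 3 but the shift shrank only in the last; without sham 2 the median was -0.14 and the call held (adjusted p = 0.0129). Of 11 genes of the IGF axis, 10 had a higher mean (median 0.23, adjusted p = 0.00391 from camera; adjusted p = 0.731 with an estimated correlation), with the binding protein gene Igfbp7 at 9.74 ± 0.12 (SD, n = 2) against 9.28 ± 0.09 (SD, n = 2), Igf1 differing by 0.33 and Igfbp3 by 0.10. Without vasectomy 2 the median was 0.07 (adjusted p = 0.0851 from camera), and without sham 1 it was 0.14 and the call was also lost (adjusted p = 0.0753 from camera). Of 15 genes of the unfolded protein response and secretion, 14 had a higher mean (median 0.15, adjusted p = 0.00690 from camera; adjusted p = 0.731 with an estimated correlation), among them the chaperone gene Hsp90b1 at 12.18 ± 0.09 (SD, n = 2) against 11.99 ± 0.28 (SD, n = 2). This call was lost without vasectomy 2 (median 0.12, adjusted p = 0.121) and without sham 1 (median 0.05, adjusted p = 0.396); the median was 0.25 without vasectomy 1 and 0.22 without sham 2. Of 19 NF-kB targets, 11 had a higher and 7 a lower mean (median 0.06, adjusted p = 0.948 from camera), and of 14 androgen response genes, 7 were higher and 7 lower (median 0.01, adjusted p = 0.948 from camera). Of the genes of these 5 lists, 0 passed an adjusted p under 0.05 in limma adjusted over the list alone. In the vasectomy 2 array, the macrophage and adipocyte markers had medians 0.89 and 0.67 above the other 3 arrays.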

**Figure 3:**
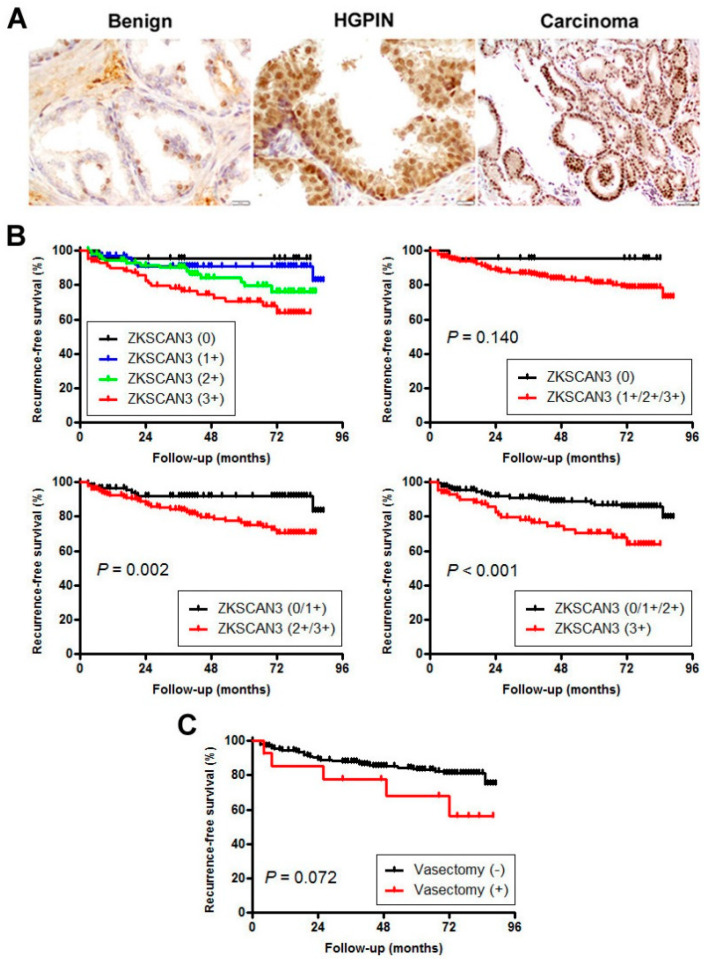
Expression of ZKSCAN3 in radical prostatectomy specimens. (**A**) Representative images of immunohistochemistry in benign prostatic tissue (original magnification: ×400), HGPIN (original magnification: ×400), and prostatic adenocarcinoma (original magnification: ×200). Kaplan-Meier analyses for recurrence-free survival, according to the levels (0: *n* = 21; 1+: *n* = 99; 2+: *n* = 95; 3+: *n* = 85) of ZKSCAN3 expression in carcinoma (**B**) or a known history of vasectomy (*n* = 14) (**C**). Biochemical recurrence after radical prostatectomy was defined as a single prostate-specific antigen (PSA) level of ≥0.2 ng/mL.

**Figure 4:**
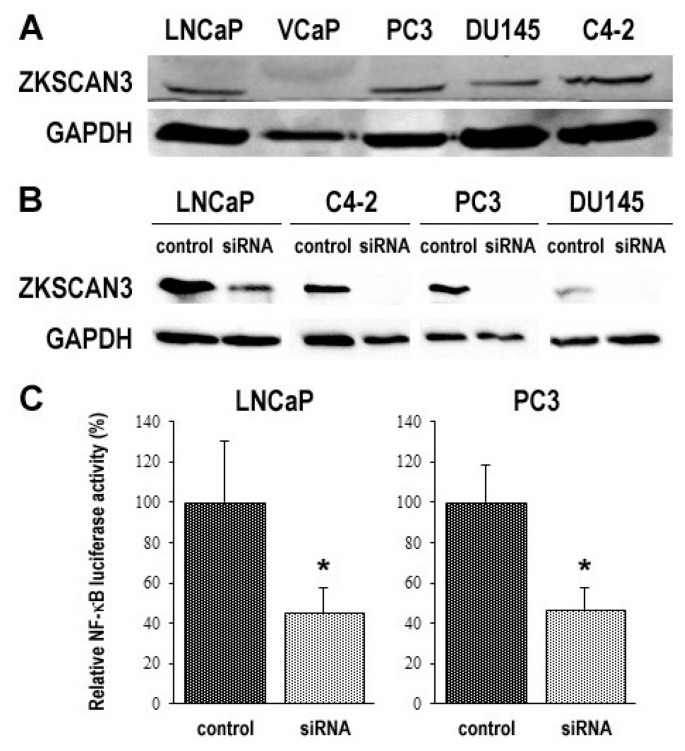
Silencing of ZKSCAN3 in prostate cancer cell lines. Western blotting of ZKSCAN3 (60 kDa) in 5 parental prostate cancer cell lines (**A**) or 4 prostate cancer cell lines transfected with either control-siRNA or ZKSCAN3-siRNA (**B**). GAPDH (37 kDa) served as an internal control. (**C**) NF-κB luciferase reporter activity in 2 prostate cancer cell lines transfected with either control-siRNA or ZKSCAN3-siRNA. The activity is presented relative to that of each control line. * *p* < 0.001 (vs. control-siRNA).

**Figure 5:**
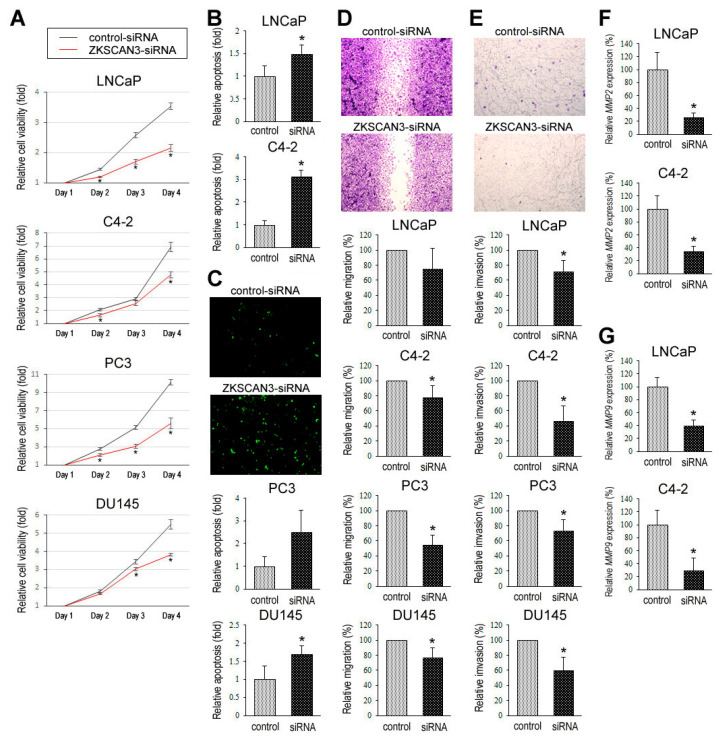
Effects of ZKSCAN3 silencing on prostate cancer cell growth. (**A**) MTT assay in 4 prostate cancer cell lines transfected with either control-siRNA or ZKSCAN3-siRNA and cultured for 1–4 days. Cell viability is presented relative to that of each control line at day 1. Each value represents the mean (+SD) of 5 determinants. * *p* < 0.05 (vs. control-siRNA). Flow cytometry (**B**) and TUNEL assay (**C**) in 2 prostate cancer cell lines transfected with either control-siRNA or ZKSCAN3-siRNA. Apoptosis is presented relative to that of each control line. Each value represents the mean (+SD) of 3 determinants. * *p* < 0.05 (vs. control-siRNA). (**D**) Wound-healing assay in 4 prostate cancer cell lines transfected with either control-siRNA or ZKSCAN3-siRNA. The cells grown to confluence were gently scratched and the wound area was measured after 24-h culture. The migration determined by the rate of cells filling the wound area (24 h/0 h) is presented relative to that of each control line. Each value represents the mean (+SD) from 3 independent experiments. * *p* < 0.05 (vs. control-siRNA). (**E**) Transwell invasion assay in 4 prostate cancer cell lines transfected with either control-siRNA or ZKSCAN3-siRNA and cultured in the Matrigel-coated transwell chamber for 24 h. The number of invaded cells present in the lower chamber was counted under a light microscope (100× objective in 5 random fields). Cell invasion is presented relative to that of each control line. Each value represents the mean (+SD) from 3 independent experiments. * *p* < 0.05 (vs. control-siRNA). Quantitative real-time RT-PCR of *MMP2* (**F**) or *MMP9* (**G**) in 2 prostate cancer cell lines transfected with either control-siRNA or ZKSCAN3-siRNA. The expression of each specific gene was normalized to that of *GAPDH*, and transcription amount is presented relative to that in each control line. Each value represents the mean (+SD) of 6 determinants. * *p* < 0.05 (vs. control-siRNA).

**Table 1:** Incidence of tumors in TRAMP mice.

	10 Weeks			16 Weeks			24 Weeks		
	Sham (*n* = 15)	Vasectomy (*n* = 15)	*p*	Sham (*n* = 12)	Vasectomy (*n* = 12)	*p*	Sham (*n* = 12)	Vasectomy (*n* = 12)	*p*
**Gross tumor**	0 (0%)	0 (0%)	1.000	0 (0%)	2 (17%)	0.478	2 (17%)	7 (58%)	0.089
**Carcinoma**	9 (60%)	7 (47%)	0.715	8 (67%)	7 (58%)	1.000	12 (100%)	12 (100%)	1.000
Well/moderately differentiated	9 (60%)	7 (47%)	0.715	8 (67%)	7 (58%)	1.000	10 (83%)	4 (33%)	0.036
Poorly differentiated	0 (0%)	0 (0%)	1.000	0 (0%)	0 (0%)	1.000	2 (17%)	8 (67%)	0.036
**Metastasis**	0 (0%)	0 (0%)	1.000	0 (0%)	0 (0%)	1.000	2 (17%)	4 (33%)	0.640

**Table 2:** Expression levels of ZKSCAN3 in radical prostatectomy specimens.

	*n*	Levels of ZKSCAN3 Expression					*p*			IHC Score (mean ± SD)	*p* (*t*-Test)
		0	1+	2+	3+	1+/2+/3+	0 vs. 1+/2+/3+	0/1+ vs. 2+/3+	0/1+/2+ vs. 3+		
Benign	150	99 (66%)	44 (29%)	6 (4%)	1 (1%)	51 (34%)	<0.001 *^1^	<0.001 *^1^	0.301 *^1^	1.65 ± 1.41	<0.001 *^1^
HGPIN	146	54 (37%)	68 (47%)	21 (14%)	3 (2%)	92 (63%)	<0.001 *^2^	<0.001 *^2^	<0.001 *^2^	2.58 ± 1.66	<0.001 *^2^
Carcinoma	300	21 (7%)	99 (33%)	95 (32%)	85 (28%)	279 (93%)	<0.001 *^3^	<0.001 *^3^	<0.001 *^3^	5.20 ± 2.33	<0.001 *^3^
Age (mean ± SD, year)	300	58.0 ± 4.8	60.2 ± 6.4	60.2 ± 6.1	60.8 ± 6.1	60.4 ± 6.2	0.079	0.363	0.275	NA	
PSA (mean ± SD, ng/mL)	300	5.72 ± 3.27	6.02 ± 3.07	7.21 ± 4.88	6.44 ± 3.87	6.31 ± 3.91	0.441	0.243	0.623	NA	
Gleason score (GS)/Grade Group (GG)											
GS ≤ 6/GG 1	107	11 (10%)	32 (30%)	44 (41%)	20 (19%)	96 (90%)	0.097 *^4^	0.961 *^4^	0.006 *^4^	4.91 ± 2.15	0.099 *^4^
GS 3 + 4 = 7/GG 2	127	9 (7%)	52 (41%)	36 (28%)	30 (24%)	118 (93%)	0.048 *^5^	0.003 *^5^	<0.001 *^5^	4.85 ± 2.34	<0.001 *^5^
GS 4 + 3 = 7/GG 3	46	1 (2%)	11 (24%)	9 (20%)	25 (54%)	45 (98%)	0.204 *^6^	0.059 *^6^	0.026 *^6^	6.26 ± 2.28	0.010 *^6^
GS ≥ 8/GG 4–5	20	0 (0%)	4 (20%)	6 (30%)	10 (50%)	20 (100%)				6.50 ± 2.09	
Pathologic stage (pT)											
2	235	15 (6%)	88 (37%)	79 (34%)	53 (23%)	220 (94%)	0.426 *^7^	0.010 *^7^	<0.001 *^7^	4.95 ± 2.19	<0.001 *^7^
3a	47	6 (13%)	9 (19%)	13 (28%)	19 (40%)	41 (87%)	0.230 *^8^	0.010 *^8^	<0.001 *^8^	5.51 ± 2.58	<0.001 *^8^
3b	18	0 (0%)	2 (11%)	3 (17%)	13 (72%)	18 (100%)				7.61 ± 1.90	
Lymph node metastasis (pN)							0.326	0.075	0.021		0.002
0	154	15 (10%)	48 (31%)	45 (29%)	46 (30%)	139 (90%)				5.05 ± 2.46	
1	9	0 (0%)	1 (11%)	2 (22%)	6 (67%)	9 (100%)				7.67 ± 1.94	
History of vasectomy							0.293	0.044	0.217		0.018
No	286	21 (7%)	97 (34%)	89 (31%)	79 (28%)	265 (93%)				5.13 ± 2.33	
Yes	14	0 (0%)	2 (14%)	6 (43%)	6 (43%)	14 (100%)				6.64 ± 1.79	

*^1^ Benign vs. HGPIN. *^2^ HGPIN vs. Carcinoma. *^3^ Benign vs. Carcinoma. *^4^ GG1 vs. GG2-5. *^5^ GG1-2 vs. GG3-5. *^6^ GG1-3 vs. GG4-5. *^7^ pT2 vs. pT3. *^8^ pT2/pT3a vs. pT3b.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/8/2295/s1, Figure S1: The status of vasectomy and relative risks for prostate cancer in US cohort/case-control studies., Figure S2: The whole Western blotting images for Figure 4A,B, Figure S3: Effect of ZKSCAN3 knockdown on colony formation, Table S1: Incidence of tumors in castrated TRAMP mice., Table S2: Vasectomy and radical prostatectomy findings.

# Supplementary material for: Impact of Vasectomy on the Development and Progression of Prostate Cancer: Preclinical Evidence
**Source:** Cancers (Basel). 2020 Aug 15;12(8):2295. doi: 10.3390/cancers12082295
**Supplement:** Supplementary file 1

Supplementary Materials

Table S1. Incidence of tumors in castrated TRAMP mice.

	**Sham<br>(n = 13)**	**Vasectomy<br>(n = 13)**	**p-Value**
**Gross tumor**	0 (0%)	1 (8%)	1.000
**Carcinoma**	3 (23%)	4 (31%)	1.000
Well/moderately differentiated	1 (8%)	3 (23%)	0.593
Poorly differentiated	2 (15%)	1 (8%)	1.000
**Metastasis**	0 (0%)	0 (0%)	1.000

Table S2. Vasectomy and radical prostatectomy findings.

	**Vasectomy<br>(n = 14)**	**No vasectomy<br>(n = 286)**	**p-Value**
**Age** (mean ± SD, yr)	60.1 ± 4.6	60.2 ± 6.2	0.926
**PSA** (mean ± SD, ng/mL)	8.95 ± 8.76	6.14 ± 3.44	0.008
**Gleason score (GS) / Grade Group (GG)**			
GS ≤ 6 / GG 1	3 (21%)	104 (36%)	0.255* ¹
GS 3 + 4 = 7 / GG 2	8 (57%)	119 (42%)	0.958* ²
GS 4 + 3 = 7 / GG 3	2 (14%)	44 (15%)	0.942* ³
GS ≥ 8 / GG 4-5	1 (7%)	19 (7%)	
**Pathologic stage (pT)**			
2	10 (71%)	225 (79%)	0.521* ⁴
3a	2 (14%)	45 (16%)	0.181* ⁵
3b	2 (14%)	16 (6%)	
**Lymph node metastasis (pN)**			
0	6 (43%)	148 (52%)	0.299* ⁶
1	1 (7%)	8 (3%)	
X	7 (50%)	130 (45%)	

*¹GG1 vs. GG2-5. *²GG1-2 vs. GG3-5. *³GG1-3 vs. GG4-5. *⁴pT2 vs. pT3. *⁵pT2/pT3a vs. pT3b.

*⁶pN0 vs. pN1.

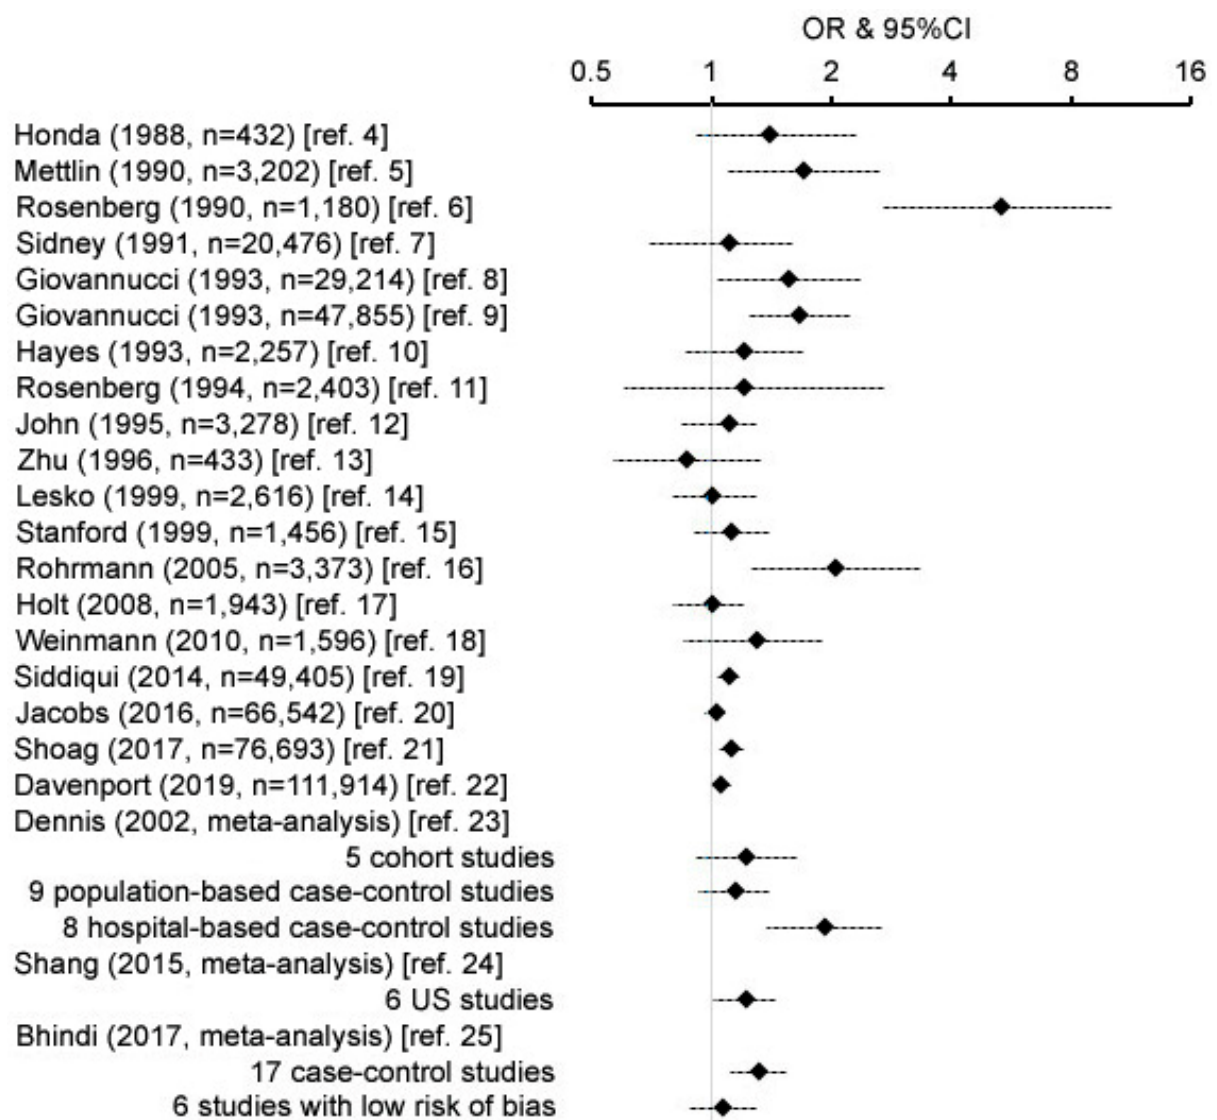

Figure S1. The status of vasectomy and relative risks for prostate cancer in US cohort/case-control studies.

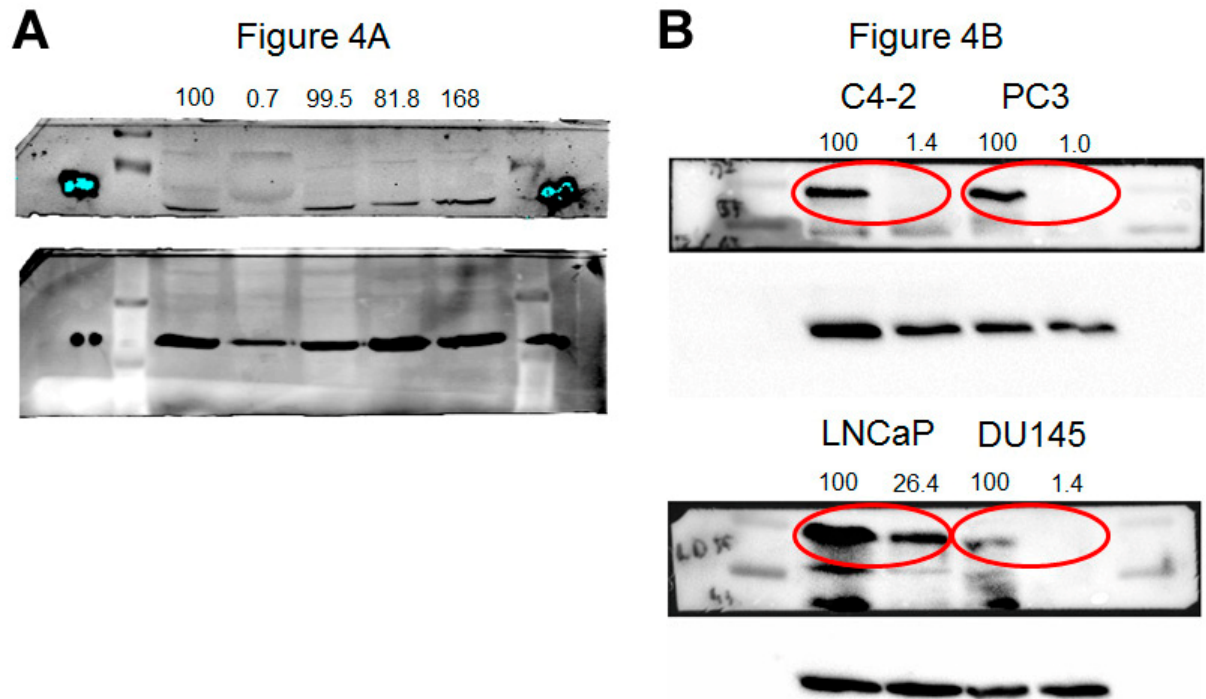

Figure S2. The whole Western blotting images for Figures 4A (A) and 4B (B). In all of these Western blots, the PVDF membrane was cut before incubation with primary antibodies, including those against ZKSCAN3 and GAPDH. Densitometry values standardized by GAPDH [that are relative to those of LNCaP (Figure 4A) or each control-siRNA subline (Figure 4B)] are shown.

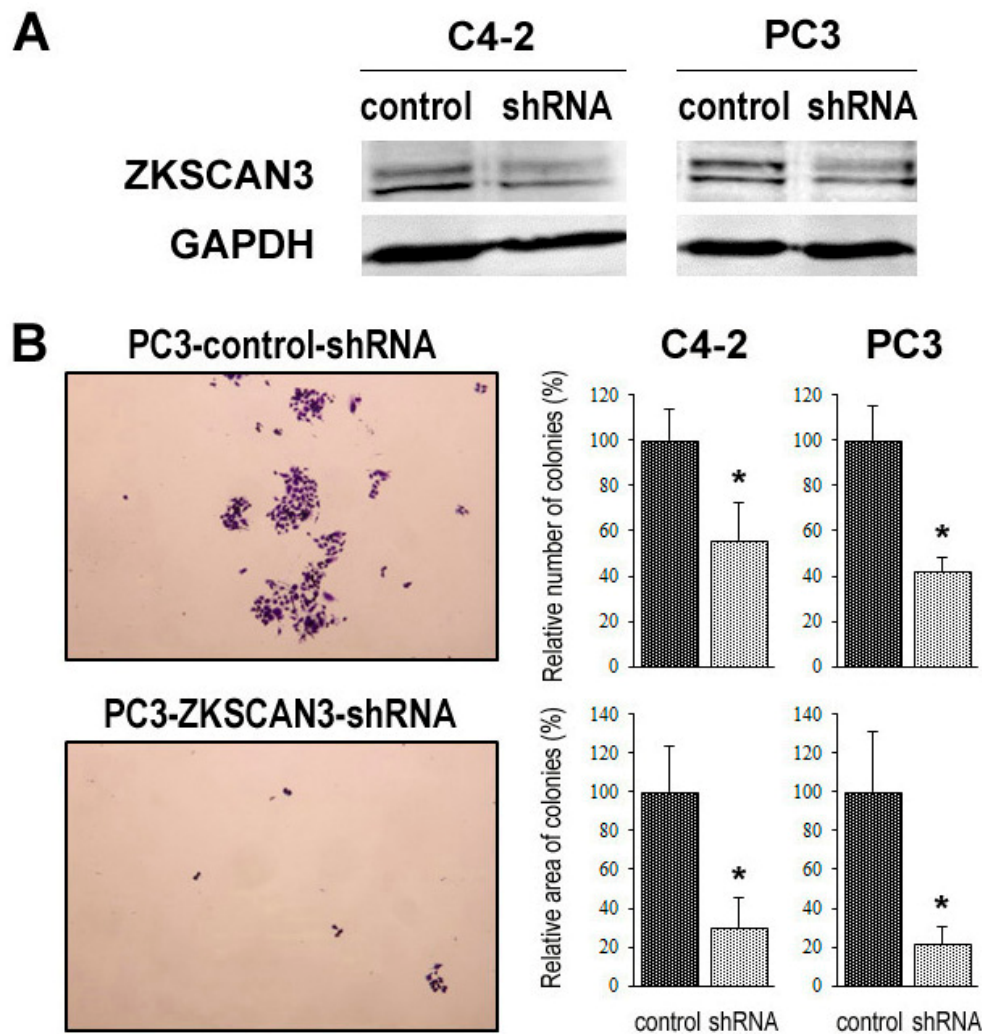

Figure S3. Effects of ZKSCAN3 knockdown on colony formation. (A) Western blotting of ZKSCAN3 (60 kDa) in 2 prostate cancer lines stably expressing either control-shRNA or ZKSCAN3-shRNA. GAPDH (37 kDa) served as an internal control. (B) Clonogenic assay in C4-2-control-shRNA vs. C4-2-ZKSCAN3-shRNA and PC3-control-shRNA vs. PC3-ZKSCAN3-shRNA. The number of colonies and their areas quantitated, using the ImageJ software, are presented relative to those of each control line. Each value represents the mean (+SD) of 6 determinants. * $p < 0.05$ (vs. control-shRNA).

How the deposited data were processed for this re-analysis (not part of the article)

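Gene expression was measured in the prostate of 4 C57BL/6 mice, 2 after vasectomy and 2 after sham surgery, with 1 array per mouse. Vasectomy or sham surgery and the mouse number were taken from the sample labels, and every column of the value table was mapped to a sample. The values, taken here as log2 since the log base is not stated, were made by the authors with Affymetrix Expression Console 1.3.1 and RMA (version not given in the sources used here), which subtracts background, quantile-normalizes the arrays and summarizes the probes, and were deposited rounded to 2 decimals. The scanner files were not analysed here, so background correction, quantile normalization and probe summary are the authors'. Quantile normalization gives the arrays nearly the same distribution, so a shift of most genes in 1 array could not be seen.

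Probe sets were named from the platform annotation. Of 41345 probe sets, 23521 had 1 symbol, 1814 had several and 16010 had no entry and stayed unnamed. The gene numbers of 23328 probe sets were found in the RefSeq table of assembly GRCm38.p6, and 0 symbols changed. No gene was named from a probe set with several symbols, and for each symbol the probe set with the highest mean was kept. Of the 49 genes printed in Fig. 2A, 42 were matched through the accession that the figure prints and 3 by symbol (Zkscan3, Lpin2 and Gm6976). Akr1b7, Crisp1 and Pate4 had no probe set with 1 symbol and were left out, and some items are not reported here. Coordinates are not given, since the build behind the annotation is not given in the sources used here.

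The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment over 22180 genes and a threshold of 0.05. The methods' t-test, Student's test of equal variance, was run on the same values, and 12 genes with no spread within the groups were left out of it. Counts of genes at least 2-fold apart with no overlap between the groups are descriptions with no test. Gene lists of pathways and of cell types were tested with camera at a preset correlation of 0.01, adjusted over the 26 lists with at least 5 measured genes, and again with an estimated correlation and with fry. Each list's median difference was also set against 10000 random lists matched on mean level. Figures were drawn with matplotlib 3.10.9.

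The sample mapping, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined, with the genes of Fig. 2A already seen in the paper. Some Fig. 2A genes are in the seminal vesicle, epididymis and vas deferens, clear cell, kallikrein and zinc finger lists. The rule names every gene of Fig. 2A and of the paper's text with a mouse gene on the array, the 10 largest positive and 10 largest negative differences among genes above background with no overlap, the most highly expressed members of each list, and any gene past the adjusted p, of which there were 0. The text names NF-kB but not its genes, and Nfkb1 had no probe set with 1 symbol. The alternatives were a replicate block, median centring, repeated quantile normalization, filters on dim genes, the mean of all probe sets of a gene, every probe set, an intensity trend, array weights, the methods' t-test, a 1.5-fold threshold, other divisions of the 4 arrays and leaving out each array in turn. After the data were examined, tallies of the Fig. 2A genes in each pair and a rule on ratios of log2 values (at least 1.2 or at most 0.8 in both pairs) were added. Fig. 2A tallies are not given under the filters on dim genes, which leave under 80% of those genes.

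The steps were tested on simulated data for 2 arrays against 2, with 200 changed genes among 22180. At an adjusted p under 0.05, limma called 3 of 67 genes changed by 1 on the log2 scale (4.48%), 54 of 67 changed by 2 (80.6%) and 66 of 66 changed by 4, with 7 unchanged genes called. At least 2-fold apart with no overlap were 117 unchanged genes. The spread of simulated genes was drawn from limma's fitted prior; a first version that used each gene's own moderated variance called more unchanged genes and was replaced. Of 500 simulated unchanged lists of 12 genes, 13 (2.60%) passed camera at 0.05, as did a list raised by 0.3 on the log2 scale. The simulated genes were drawn independently and the lists at random. This share therefore does not show how often camera at the preset correlation calls unchanged lists whose genes vary together.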

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

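The 4 tests of opposite directions in the 2 pairs were chosen after the result was seen; the tests of the blue and red genes were set before.

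In genes that the paper does not discuss, 11 were above background by their mean over the 4 arrays and at least 2-fold higher in vasectomized mice with no overlap. Among them, Svs1, Kcnj16 and Cidec were above the background stand-in in vasectomy 2 alone. The differences were 2.59 for Svs1, 2.28 for Car3, 1.67 for Iglv1, 1.60 for Fabp4, 1.35 for Cyp2e1, 1.22 for Kcnj16, 1.2 for Cidec, 1.12 for Glb1l2, 1.10 for Retn, 1.10 for an immunoglobulin heavy chain variable gene and 1.06 for Fads1. The adjusted p from limma was 1.00 for each, and 117 unchanged simulated genes, above background or not, were 2-fold apart with no overlap in either direction.

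The 44 genes of Fig. 2A that followed the figure in the first pair went against it in the second. Labels of 1 pair exchanged between the deposited table and the figure remain possible but are not settled here. Nor can the values say which of the 2 would hold the exchange. The other explanations below concern the mice or samples. They do not say why the figure prints genes that went against it in the second pair. With the second pair turned, 43 of 45 genes had a ratio of log2 values of at least 1.2 (red) or at most 0.8 (blue) in both pairs, against 0 with the labels as given, but this follows largely from the opposite signs already seen, and the limits were chosen after the values were seen. The genes short of these limits were Zkscan3 and Lpin2. Zkscan3 would then be lower in the vasectomized mouse of both pairs (6.57 against 6.81, and 6.29 against 6.33). Over all genes, 24 were at or above 1.2 and 29 at or below 0.8 with the labels as given, and 33 and 38 with the second pair turned. Of the 33 and 38 genes, 23 and 20 are printed in Fig. 2A, in red and in blue. Of the 24 and 29 genes, 0 are printed there. The paper's RT-PCR, with Zkscan3 higher after vasectomy (Fig. 2B), does not settle it. Only markers that Fig. 2A does not print and whose sham mean lay above the background stand-in were used for the tissue tests. For vasectomy 2 alone, more seminal vesicle tissue in that sample has the values it needs in the 4 seminal vesicle markers kept by this filter. Their median was 2.76 above the mean of the other 3 arrays (SD over markers 0.46), a mean that hides high values in sham 1. Svs5 was at 13.06 in sham 1 and 13.40 in vasectomy 2, Svs2 at 12.49 and 13.17, and Svs4 at 10.63 and 12.04. Ceacam10 was further apart, at 5.89 and 8.62. The test did not cover genes low in vasectomy 2, where 91 genes were at least 2-fold below the other 3 arrays and 149 at least 2-fold above. Sbp was at 3.37 there and at 12.37 to 12.55 in the others. Pbsn was at 12.49 there and at 12.39 to 12.79 in the others, and Tgm4 at 13.01 and at 12.89 to 13.13. The prostate products therefore did not fall alike in that array, as a plain dilution by other tissue would have them do. Whether added seminal vesicle tissue accounts for any of the low values was not tested. In the first pair, Svs2 (12.49 against 10.26), Svs4 (10.63 against 7.04) and Svs5 (13.06 against 10.34) were higher in sham 1 than in vasectomy 1, and Ceacam10 was about level (5.89 against 5.81); more of this tissue in sham 1 was not tested. More epididymis and vas deferens tissue in vasectomy 2 cannot be told apart from no change. The 9 markers kept by the same filter had a median 0.30 above the other 3 arrays there (SD over markers 1.78) and went both ways, with 6 higher. Over the whole list, with the Fig. 2A genes and those below the filter, 20 of 26 were higher and 17 highest of the 4 in vasectomy 2. Opposite responses of the 2 vasectomized mice cannot be told apart from these either, with a correlation of -0.0502 between the pair differences across genes and 1 mouse on each side.

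The blue genes were set to be tested as lower in vasectomized mice, and with the labels as given 0 of 20 were, so 2 explanations set for that pattern stay undecided. For less epididymis, vas deferens or seminal vesicle tissue in the vasectomy samples, 13 markers were used. Fig. 2A does not print them, and their sham mean lay above the background stand-in. They went both ways, with a median difference of 0.12 (SD over markers 0.67). For a single sham array that stands apart, the median absolute difference in the blue genes was 1.58 between the sham arrays and 3.99 between the vasectomy arrays. No biological explanation beyond surgery was tested.

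The red genes were set to be tested as higher in vasectomized mice, and 9 of 25 were, so values near the array background stay undecided as an explanation. Of the red genes, 23 of 25 had a mean below the background stand-in of 4.63, but 10 of them are receptor genes of the kind that set it; of the other 15, 13 were below it. The red genes above it were Zkscan3 and Lpin2, both matched by symbol. An effect of vasectomy on these genes stays open with 2 arrays in each group.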

How the results depend on the processing

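The tallies by pair were chosen after the data were examined. No gene passed the adjusted p in limma under any alternative, and of 174 named genes none changed its call except Snap25 (below), while the sign of the difference turned in 27 without vasectomy 1, 75 without vasectomy 2, 28 without sham 1, 40 without sham 2, 4 with repeated quantile normalization and 1 with the mean of all probe sets. The replicate block gave 0 and 0 calls, 821 genes at an unadjusted p under 0.05 and 11 lists; the numbers mark no stated pairing, and same-numbered arrays had deviations correlated at 0.19. Genes at least 2-fold higher and lower with no overlap, 19 and 24, were 11 and 17 above the receptor background, 7 and 14 above the median level, 116 and 148 over every probe set, 128 and 114 at 1.5-fold, 6 and 90 with vasectomy 1 beside sham 2, 114 and 49 with vasectomy 1 beside sham 1, and 13 to 238 and 36 to 190 leaving out 1 array. With fewer genes or a lower fold these counts follow from the construction. With every probe set, or with 1 array left out, where no overlap is likelier by chance, a rise follows from it at least in part. Otherwise the cause was not tested. The methods' t-test at an unadjusted p called 359 higher and 392 lower, and Snap25 (0.84, p not adjusted). Fits leaving out 1 array assume that the lone array varies like the other group. Lists that passed, 11 of 26, were 0 with an estimated correlation, 0 with fry and 5 to 11 leaving out 1 array. Leaving out 1 array, red genes of Fig. 2A with a higher mean ranged from 0 to 23 and blue genes with a lower mean from 0 to 20; the first pair alone gave 24 and 20 and the second pair 1 and 0. Zkscan3 was -0.22 without vasectomy 1 and -0.36 without sham 2, and turned positive without vasectomy 2 (0.02) and sham 1 (0.16). Without vasectomy 2, the medians of the luminal (0.10), seminal vesicle (-0.28), epididymis and vas deferens (-0.17) and macrophage (-0.045) lists turned, with ranges of -0.52 to 0.10, -0.28 to 3.12, -0.17 to 0.33 and -0.045 to 0.77; these 4 had a camera call in one setting or the other. With no call in either, the medians of clear cells (-0.21), immediate early genes (0.13), urothelium (0.045) and kallikreins (-0.015) turned too, as did some uncalled medians in other settings. The cause was not tested. The correlation of the 2 pair differences, -0.05, was -0.25 with crossed pairs. By call alone, 302 of the other list results kept their side of the threshold, though values and uncalled signs moved, 41 lost the call and 5 gained it. The signal over background limits the red genes, 23 of 25 below it.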

Differences from the paper's values

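The paper reports 26 genes up-regulated by vasectomy in Fig. 2A. Of the 25 measured here, 9 had a higher mean in vasectomized mice; the paper states no threshold. Of the alternatives set before the data were examined, leaving out vasectomy 2 (23 genes) and leaving out sham 2 (23 genes) came within 1.5 times the paper's count. The replicate block (9), median centring (9), repeated quantile normalization (12), the mean of all probe sets (10), an intensity trend (9), array weights (9) and leaving out vasectomy 1 (0) or sham 1 (2) did not. The first pair alone gave 24, a setting chosen after the values were seen, which drops 1 of the 25 genes.

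The paper reports 23 genes down-regulated by vasectomy in Fig. 2A. Of the 20 measured here, 0 had a lower mean in vasectomized mice. Of the alternatives set before the data were examined, leaving out vasectomy 2 gave 20. The replicate block, median centring, repeated quantile normalization, the mean of all probe sets, an intensity trend, array weights and leaving out vasectomy 1 or sham 1 gave 0 each, and leaving out sham 2 gave 5. The first pair alone gave 20, a setting chosen after the values were seen, which drops 0 of the 20.

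Turning the second pair, also chosen after the values were seen, put 23 of 25 red and 20 of 20 blue genes past a ratio of log2 values of 1.2 or 0.8 in both pairs, which drops 2 of the 45 genes. This tally follows largely from the opposite signs of the Fig. 2A genes in the 2 pairs and is no independent support. The 2 genes dropped are Zkscan3 and Lpin2. With the second pair turned, Zkscan3 would be lower in the vasectomized mouse of both pairs (6.57 against 6.81, and 6.29 against 6.33). Over all genes, that rule took 33 and 38 genes with the second pair turned, of which 23 and 20 are printed in Fig. 2A. With the labels as given it took 24 and 29, of which 0 are printed there. A tally over group means with the second pair's labels exchanged, chosen after the values were seen, also came within 1.5 times both of the paper's counts; it was dropped because it regroups arrays by their outcome, and its result follows from the pair signs, so it supports nothing.

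The paper reports Zkscan3 as significantly higher after vasectomy by RT-PCR normalized to GAPDH (Fig. 2B and 2C). That is a different assay, in a larger number of mice, and the arrays cannot decide it. The paper also prints Zkscan3 in red in Fig. 2A, as higher in vasectomized mice on the arrays. Here its array difference was -0.10, with 2 arrays in each group and a 95% interval of -0.66 to 0.46 that includes both directions. The settings with a positive difference were those without vasectomy 2 (0.02) and without sham 1 (0.16), and neither passed the adjusted p; it was -0.22 without vasectomy 1 and -0.36 without sham 2. The paper describes the genes of Fig. 2A as having high absolute signals; 23 of 25 red genes were below the background stand-in of 4.63, and 15 of 20 blue genes were above it.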

Other observations

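Of 8 measured genes of neuroendocrine cells and nerve, 7 had a higher mean in vasectomized mice (median 0.18, adjusted p = 0.00320 from camera; adjusted p = 0.731 with an estimated correlation). Snap25, a synaptic vesicle fusion protein gene, differed by 0.84 (5.22 ± 0.27 against 4.38 ± 0.01, SD) and was the 1 gene that passed adjusted over the list alone (adjusted p = 0.0372 from limma). That adjustment did not account for the number of lists, and over all genes Snap25 did not pass (adjusted p = 0.99965 from limma). Its sham values, 4.37 and 4.39, lay below the background stand-in of 4.63. Of 8 endothelial genes, 7 were higher (median 0.32, adjusted p = 0.00165 from camera; adjusted p = 0.731 with an estimated correlation), with Pecam1 at 6.34 ± 0.05 against 6.00 ± 0.28. Of 11 macrophage genes, 11 were higher (median 0.39, adjusted p = 0.00355 from camera; adjusted p = 0.740 with an estimated correlation), with Lyz2 at 8.71 in vasectomy 2 and 7.04 to 7.55 in the other arrays. Of 9 adipocyte genes, 8 were higher (median 0.17, adjusted p = 0.00391 from camera; adjusted p = 0.740 with an estimated correlation). Each of these 4 calls was lost on leaving out either of 2 arrays, in fits where the lone array of a group is assumed to vary like the 2 of the other. For nerve this was without vasectomy 2 (median 0.08, adjusted p = 0.156) and without sham 1 (0.10, adjusted p = 0.141), for macrophage without vasectomy 2 (-0.045, adjusted p = 0.559) and without sham 1 (0.15, adjusted p = 0.402), for adipocyte without vasectomy 2 (0.005, adjusted p = 0.610) and without sham 2 (0.45, a larger median, adjusted p = 0.224), and for endothelium without vasectomy 1 (0.22, adjusted p = 0.0703) and without sham 2 (0.12, adjusted p = 0.396). Other medians were 0.32 for nerve, 0.77 for macrophage and 0.59 for adipocyte without vasectomy 1, 0.39 for adipocyte and 0.49 for endothelium without sham 1 and 0.35 for nerve without sham 2.

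The lists that did not pass camera had medians of -0.11 for skeletal muscle (adjusted p = 0.102), 0.05 for autophagy and lysosome (0.158), 0.35 for proton-secreting clear cells (0.164), -0.07 for prostate basal cells (0.712), -0.04 for interferon response (0.712), -0.03 for lymphocytes (0.908), -0.06 for immediate early genes (0.908), -0.03 for urothelium (0.917), -0.02 for sperm and germ cells (0.948) and 0.04 for kallikreins (0.969). Camera's direction was opposite to the median for urothelium, sperm and androgen response, and the mean was opposite to the median for sperm, NF-kB targets and androgen response. Leaving out 1 array, which leaves 1 against 2 with the spread from the group of 2 alone, gave an adjusted p under 0.05 to skeletal muscle (0.0142 without vasectomy 2, 0.0134 without sham 2), autophagy and lysosome (0.0245 without vasectomy 2), clear cells (0.0465 without vasectomy 1) and epididymis and vas deferens (3.32e-05 without vasectomy 1, 0.0333 without vasectomy 2, where the median was -0.17). For erythrocytes, Slc4a1 alone was measured, with a difference of -0.12.

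Vasectomy 2 stood apart in number of genes: 149 genes were at least 2-fold above and 91 at least 2-fold below the other 3 arrays, against 1 and 4 for vasectomy 1, 28 and 4 for sham 1 and 6 and 4 for sham 2.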
